A study of Mus musculus with 97 samples. Its data were reported in "Modulation of metabolic, inflammatory and fibrotic pathways by semaglutide in metabolic dysfunction-associated steatohepatitis" (2025).

How the data were processed

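Liver RNA was sequenced from 97 male C57BL/6JRj mice in 8 groups. The mice were fed chow or a high-fat diet that lacks choline and has defined amino acids (CDA-HFD), which leads to steatohepatitis with fibrosis. Per the labels, a piece of the left lateral lobe was taken, RNA was isolated with NucleoSpin kits, libraries were made with the NEBNext Ultra II Directional kit and sequenced on a NextSeq 500. The authors aligned the reads with STAR 2.7.3a, with GRCm38 (mm10) as the reference, checked them with FastQC 0.11.9 and Picard, and estimated expression per gene with Salmon 1.2.0. The deposited values are expected counts per gene and library, not normalised, and DESeq2 is the test that the labels name for the study's own analysis.

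The deposited table listed 55487 genes by Ensembl identifier. Of these, 55227 were found in the GENCODE M21 annotation, from which symbols and positions on GRCm38 were taken. The other 260 had no symbol and held 0.0147% of all counts. A share of 8.2% of the values was not whole, so the expected counts were rounded to whole numbers before fitting. No 2 libraries had the same values (0 pairs), and 20427 genes were at 0 in every library. Total counts ran from 9412647 to 22593130 per library (median 15179290). Where every library of a group was at 0, a floor of 3 counts over the group was assumed. A fold change given as "at least" rests on that floor. Counting intervals and floors cover counting error only.

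All 97 libraries were used, and none was left out. Genes were kept by filterByExpr in edgeR 4.0.16 (R 4.3.3) with a minimum count of 10, a minimum total of 15 and the 8 groups as the design, which left 15960 genes. Libraries were scaled by the trimmed mean of M values (TMM). A quasi-likelihood negative binomial model with robust estimation and 1 coefficient per group was fitted over all 97 libraries (common biological coefficient of variation 0.218), and contrasts were tested with the quasi-likelihood F test (two-sided). A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 within a contrast, and the number that also changed at least 2-fold is given beside the calls. Log2 fold changes are edgeR estimates. Their standard error (SE) was taken as the absolute log2 change divided by the square root of the F statistic. It is rough where a group held few counts. Expression levels are TMM-scaled and relative to library size (CPM), given as mean ± standard deviation (SD), and the prior count of log2 CPM was 2.

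The comparisons were semaglutide against vehicle after 12 and after 18 weeks on the diet, the difference between these effects, vehicle and baseline mice on the diet against chow, vehicle mice over time, and mice returned to chow against vehicle and against chow. Replicate numbers were not shared between groups. No paired analysis was possible because each library came from a different mouse.

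Gene lists (39 lists with 632 members listed) covered matrix, inflammation, lipid, cholesterol, bile acid, insulin, choline, detoxification, stress, growth and clock genes, mitochondrially encoded genes, cell type markers, and the genes of the proteins that the study associated with semaglutide in human serum. The serum lists were not chosen on these samples. Each list was tested with camera in limma 3.58.1 (preset correlation 0.01), with adjustment over the 39 lists within a comparison. Each list was also tested with a correlation estimated from these libraries, and with fry. For the members of a list, the count of calls adjusted over the list alone is given beside the calls over all genes. Diet signatures were the genes called and changed at least 2-fold in a diet comparison, tested in the semaglutide comparison that shared no library with it. Their camera p-values were adjusted over the higher and the lower set together.

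Genes named in the text were chosen by a rule. In each comparison these were the 6 called genes with the largest rise and the 6 with the largest fall (4 and 4 for the difference between times and for vehicle mice over time), with a mean of at least 5 CPM in the higher group and without predicted genes and pseudogenes. Some genes that this rule named are not reported here. To the genes of largest change were added the 3 members of each list with the smallest p-values and, in the diet and semaglutide comparisons, Glp1r, Col1a1, Col3a1, Timp1, Timp2, Mmp13, Acta2, Tnf, Ccl2 and Trem2. The groups, comparisons, test, lists, naming rule and most of the alternatives were chosen before the data were examined. Alternatives were DESeq2 1.42.0, limma voom with sample quality weights, scaling by relative log expression (RLE), no filter on low counts, a model of the compared groups alone, and leaving out each chow mouse in turn or the 3 libraries numbered outside the main run.

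Library numbers formed a first block of 45 libraries and a second block of 49, with 3 outside, and this division was made after the data were seen. The block was tried as a term in the model and each block was tried alone. The procedure was tested on simulated data with the same group sizes, in which 196 to 200 of the tested genes changed. Far more genes were called in the real comparisons, so the shares below need not hold for them. Of genes simulated with a 2-fold change, 83.6% were called for semaglutide at 12 weeks, 97% at 18 weeks, 78.8% for vehicle against chow and 69.7% for baseline against chow. Between 4.47% and 8.81% of the calls were unchanged genes, and 0 of 38 unchanged lists were called. The simulated genes varied independently of each other. The list result therefore says nothing about false calls of lists whose members vary together, as the collagens did (estimated correlation 0.55 for semaglutide at 12 weeks). Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.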

Results

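Bulk RNA was sequenced from the livers of 97 male mice, and each library came from 1 mouse. Chow-fed mice were studied after 18 weeks (n = 5). CDA-HFD mice were studied at baseline after 6 weeks on the diet (n = 10), and after 12 or 18 weeks with vehicle (n = 15 and n = 13) or semaglutide (n = 13 and n = 12) given from week 6. Reversal mice were returned to chow at week 6 and received vehicle until week 12 (n = 15) or week 18 (n = 14). Semaglutide is a GLP-1 receptor agonist. Its dose is 10 nmol per kg in the labels and 20 µg per kg in the description of the series, and the files do not settle which applied.

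The first principal component of log2 CPM held 46.6% of the variance, and the groups explained 98.1% of it. It ran from chow and reversal mice to mice on the diet. The third held 4.78%, of which the groups explained 75.4%. Mitochondrially encoded genes took 7.66 ± 2.41% of the counts in chow mice (SD, n = 5) and 4.13 ± 0.62% in vehicle mice at 12 weeks (SD, n = 15). Glp1r, the gene of the semaglutide receptor, was too low to test. Its reads summed to 294 over all 97 livers, the highest count was 17, and 17 libraries had a count of 0.

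**Figure D1:**
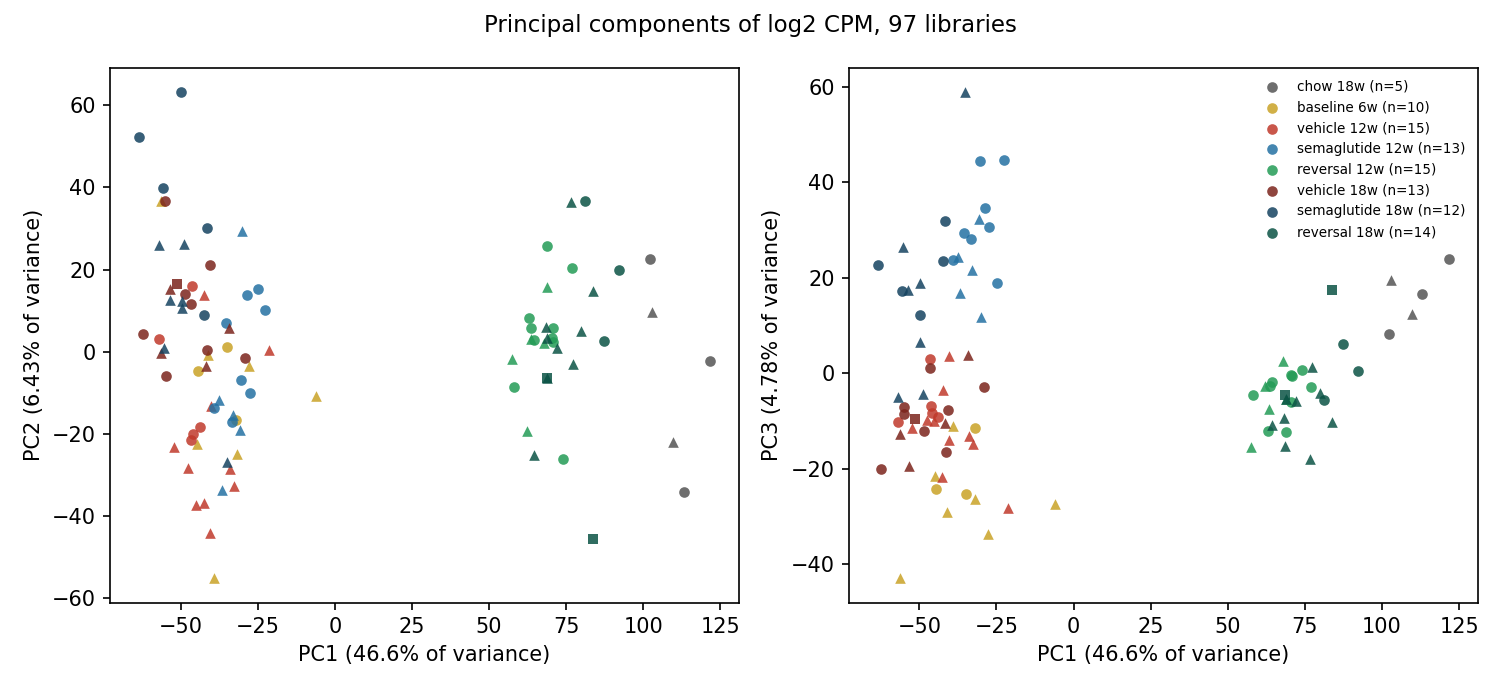
Principal components of log2 CPM for the 97 libraries, with the first component against the second and against the third; colours are groups and marker shapes are library number blocks. The first component (46.6% of the variance) separates mice on the diet from chow and reversal mice.

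The first question was what 6 weeks of semaglutide changed in livers on continued diet. After 12 weeks on the diet, genes of the fibrotic matrix, macrophages and the interferon response fell, while fatty acid oxidation genes and several cytochrome P450s rose. Col1a1, the main fibrillar collagen (ENSMUSG00000001506, GRCm38 chromosome 11, 94936224 to 94953042), fell from 167 ± 47.6 CPM (SD, n = 15) to 66.5 ± 29 CPM (SD, n = 13), and 13 of 13 semaglutide livers lay below the vehicle median. All 16 collagens and all 16 interferon-stimulated genes tested fell. In total, 4349 of 15960 genes were called, 2224 higher and 2125 lower, and 418 changed at least 2-fold (147 higher, 271 lower). With RLE scaling, 1783 were higher and 2487 lower.

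Several P450s were among the genes with the largest rise. Cyp2b9, a xenobiotic-metabolising P450 (ENSMUSG00000040660, chromosome 7, 26173411 to 26210661), rose by 5.59 ± 0.36 log2 units (SE, adjusted p = 1.21e-23; 2.77 ± 1.92 to 135 ± 32.4 CPM). Its neighbours Cyp2b13 and Cyp2a4, a steroid 15-alpha-hydroxylase, rose by 5.80 ± 0.38 and 5.41 ± 0.35. Cyp4a14, a fatty acid omega-hydroxylase induced by PPAR alpha, reached 699 ± 426 CPM against 54.8 ± 18.7 CPM (log2 change 3.67 ± 0.41, adjusted p = 8.29e-12). The acyl-CoA thioesterase Acot3 rose from 2.16 to 30.8 CPM.

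The genes with the largest falls encode several kinds of protein. Selenbp2, a selenium-binding protein (ENSMUSG00000068877, chromosome 3, 94693556 to 94704413), fell by 3.37 ± 0.29 (adjusted p = 1.13e-16; 314 to 30.4 CPM). Serpina1e, a protease inhibitor, fell from 666 to 80.4 CPM. The major urinary proteins Mup1, Mup9 and Mup17 fell by 3.02, 3.01 and 2.38 log2 units. Insyn1, an inhibitory synapse protein, fell from 6.56 ± 1.09 to 1.02 ± 0.34 CPM. Copies within the Mup, Cyp2b, Cyp2a, Selenbp and Serpina1 families are nearly identical, so counts of a single member are uncertain. The family sums moved less than these members for Selenbp (304 against 544 CPM), Mup (10469 against 19374 CPM) and Cyp2a (1984 against 962 CPM), the Cyp2b sum moved as its members did (148 against 3.05 CPM), and the Serpina1 sum hardly differed (9855 against 9947 CPM, permutation p = 0.92).

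Among the fixed fibrosis and inflammation genes, Col3a1, a fibrillar collagen (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), fell from 377 ± 59.2 to 180 ± 58.9 CPM (log2 change -1.07 ± 0.14, adjusted p = 1.76e-09). Timp1, an inhibitor of matrix proteases, fell by 1.06 ± 0.15 (13 to 6.2 CPM, adjusted p = 2.07e-08), and its relative Timp2 fell by 0.41 ± 0.10 (adjusted p = 0.000954). Trem2, a receptor of lipid-associated macrophages, fell from 99.7 ± 21.1 to 58.6 ± 12 CPM (adjusted p = 4.02e-07). No change was called for Mmp13 (-0.33 ± 0.19, adjusted p = 0.179), Acta2 (-0.17 ± 0.16, adjusted p = 0.47), Tnf (-0.15 ± 0.15, adjusted p = 0.527) or Ccl2 (-0.25 ± 0.16, adjusted p = 0.266), which encode a collagenase, smooth muscle actin, and inflammatory mediators.

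By list, all 16 collagens fell (16 adjusted over the list alone), with a median log2 change of -0.74 (camera adjusted p = 3.31e-16) and Col15a1 furthest in p (-1.44 ± 0.15). Of 18 other matrix proteins, 15 fell, 1 rose and 2 were not called (16 adjusted over the list alone). Their median was -0.73, with elastin (Eln, -1.41 ± 0.18), the wound-matrix glycoprotein tenascin C (Tnc, -1.25 ± 0.14) and Sparc (-0.86 ± 0.10) as examples. Of 20 matrix proteases and inhibitors, 11 fell and 9 were not called (11 adjusted over the list alone), such as the plasminogen activator Plat (-1.43 ± 0.16) and the procollagen peptidase Adamts2 (-0.82 ± 0.12). TGF-beta signalling moved less, with 7 genes lower, 2 higher and 12 not called (11 adjusted over the list alone; median -0.097, camera adjusted p = 0.0839). Its latent binding protein Ltbp2 fell by 1.22 and the matrix protein Thbs1 by 0.96, while the co-receptor Tgfbr3 rose by 0.44.

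Interferon-stimulated genes had a median of -1.42 (16 of 16 lower, 16 adjusted over the list alone; camera adjusted p = 1.09e-25). Ifit1, which binds viral RNA, fell from 35.6 to 7.55 CPM (-2.23 ± 0.24). Ifi44 fell by 1.89 ± 0.20 and the OAS-like gene Oasl2 by 1.39 ± 0.15. All 12 pan-macrophage markers fell (12 adjusted over the list alone; median -0.55, camera adjusted p = 3.68e-11), among them lysozyme (Lyz2, 1630 to 847 CPM) and the Fc receptor Fcgr1 (-0.87 ± 0.10). Of 14 markers of monocyte-derived and lipid-associated macrophages, 12 fell and 2 were not called (12 adjusted over the list alone; median -0.49; adjusted p = 0.0629 with an estimated correlation), as did the fractalkine receptor Cx3cr1 (-0.88 ± 0.13). Monocyte recruitment had 8 lower and 12 not called genes (8 adjusted over the list alone; adjusted p = 0.0777 with an estimated correlation), with the chemokine Cx3cl1 (-0.96 ± 0.14) lower. Inflammation signalling had 8 genes lower, 1 higher and 14 not called (10 adjusted over the list alone). MHC class II presentation had 6 of 10 genes lower (7 adjusted over the list alone), such as cathepsin S (Ctss, -0.61 ± 0.10). With an estimated correlation the adjusted p was 0.314 for inflammation signalling and 0.272 for MHC class II. In the inflammasome list, the adaptor Pycard (-0.76) and Casp1 (-0.54) fell and Txnip (0.81) rose (5 lower, 3 higher, 6 not called; 8 adjusted over the list alone; camera adjusted p = 0.0737). Acute phase proteins had 2 lower, 1 higher and 13 not called (2 adjusted over the list alone; camera adjusted p = 0.673).

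Fatty acid oxidation and PPAR alpha targets rose as a group. Of 21 genes, 18 rose and 3 were not called (20 adjusted over the list alone; median 0.39, camera adjusted p = 2.24e-12), such as the long-chain acyl-CoA dehydrogenase Acadl (0.56 ± 0.06) and the omega-hydroxylase Cyp4a10 (1.55 ± 0.22). Drug-metabolising P450s had 9 higher, 2 lower and 3 not called (11 adjusted over the list alone; median 0.66), with Cyp2c37 at 171 against 35.1 CPM. In de novo lipogenesis, 7 rose, 1 fell and 10 were not called (10 adjusted over the list alone). The triglyceride synthase Dgat2 (0.47 ± 0.07) and the phosphatidate phosphatase Lpin1 (0.91 ± 0.20) rose, and the desaturase Scd1 fell from 191 to 53.9 CPM. Lipid droplet and uptake genes had 7 higher, 1 lower and 9 not called (9 adjusted over the list alone), with the lipoprotein receptor Vldlr (1.75 ± 0.20) and the droplet coat protein Plin4 (0.89 ± 0.19) higher and lipoprotein lipase (Lpl, -0.94 ± 0.12) lower. Cholesterol biosynthesis had 11 higher and 10 not called (11 adjusted over the list alone), such as the sterol carrier Stard4 (0.73 ± 0.11). With an estimated correlation the adjusted p was 0.322 for lipogenesis, 0.272 for lipid droplets and 0.314 for cholesterol biosynthesis.

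Insulin signalling genes had 6 higher and 11 not called (6 adjusted over the list alone), with the glucose transporter Slc2a2 up by 0.62 ± 0.11. Choline and one-carbon genes had 9 higher, 2 lower and 9 not called (11 adjusted over the list alone), with the methyltransferase Bhmt down from 1771 to 753 CPM. Hepatocyte markers had 6 higher and 7 not called (7 adjusted over the list alone), among them albumin (Alb, 0.54 ± 0.08). Of the mitochondrially encoded genes 8 rose and 1 was not called (9 adjusted over the list alone; median 0.39). With an estimated correlation the adjusted p was 0.272 for the insulin and mitochondrial lists and 0.314 for the choline and hepatocyte lists. Oncofetal genes had 7 lower and 6 not called (7 adjusted over the list alone), with Ly6d, a marker of injured hepatocytes, at 35.2 against 98.7 CPM (adjusted p = 0.0575 with an estimated correlation). The bile acid list went both ways (5 higher, 3 lower, 8 not called; 8 adjusted over the list alone; camera adjusted p = 0.411), with the bile acid transporter Slc10a1 up by 0.75 and the organic anion transporter Slco1a1 down (-1.38 ± 0.32). NRF2 targets (3 higher, 4 lower, 9 not called; 8 adjusted over the list alone; camera adjusted p = 0.389) and the unfolded protein response (1 higher, 3 lower, 11 not called; 5 adjusted over the list alone; camera adjusted p = 0.577) were not called as lists. In the cell cycle list only Pcna fell (-0.14 ± 0.05), 19 were not called, and 0 were called adjusted over the list alone (2 at an unadjusted p under 0.05; camera adjusted p = 0.12). Clock genes had 6 higher, 3 lower and 6 not called (10 adjusted over the list alone; camera adjusted p = 0.0839), with the activator Arntl lower (-1.56 ± 0.32) and the clock output factor Hlf higher (0.87 ± 0.13).

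The genes of serum proteins that the study found lower with semaglutide in humans were mixed in mouse liver. Of 47, 20 rose, 5 fell and 22 were not called (26 adjusted over the list alone; median 0.16, camera adjusted p = 0.00148; adjusted p = 0.272 with an estimated correlation). Of the 11 tested genes of proteins higher in human serum, 3 rose, 3 fell and 5 were not called (6 adjusted over the list alone), and Ccn5, a matricellular growth regulator, fell from 12 to 2.45 CPM. The median of these 11 was 0.060, their mean -0.28, and camera gave the downward direction (adjusted p = 0.783).

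Among other cell type markers, stellate cell markers were mixed (3 higher, 2 lower, 9 not called; 7 adjusted over the list alone; camera adjusted p = 0.906). Their mean was 0.094 against a median of -0.13, the retinol acyltransferase Lrat rose by 0.75 ± 0.17 and the growth factor receptor Pdgfrb fell (-0.55 ± 0.12). Kupffer cell markers had 4 higher, 1 lower and 5 not called (5 adjusted over the list alone; camera adjusted p = 0.611), with the resident macrophage receptor Timd4 up by 1.61 ± 0.46. T and NK cell markers had 3 lower and 15 not called (2 adjusted over the list alone; adjusted p = 0.389 with an estimated correlation), with the kinase Lck lower (-0.60 ± 0.17). Dendritic cell markers had 2 lower and 8 not called (6 adjusted over the list alone; adjusted p = 0.272 with an estimated correlation). Ductular markers had 6 lower, 1 higher and 5 not called (8 adjusted over the list alone; adjusted p = 0.363 with an estimated correlation), with keratin 8 (Krt8) at -0.31 ± 0.09. Erythroid genes had 1 lower, the haem synthesis gene Alas2 (-0.65 ± 0.08), and 4 not called (1 adjusted over the list alone; adjusted p = 0.314 with an estimated correlation). The lists of B cells (2 lower, 8 not called; 2 adjusted over the list alone; camera adjusted p = 0.299), neutrophils (3 lower, 5 not called; 3 adjusted over the list alone; camera adjusted p = 0.163) and endothelium (3 higher, 2 lower, 9 not called; 5 adjusted over the list alone; camera adjusted p = 0.299) were not called. In the list of adipocyte, pancreatic and mesothelial genes 0 of 5 were called by edgeR (0 at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.673).

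**Figure D2:**
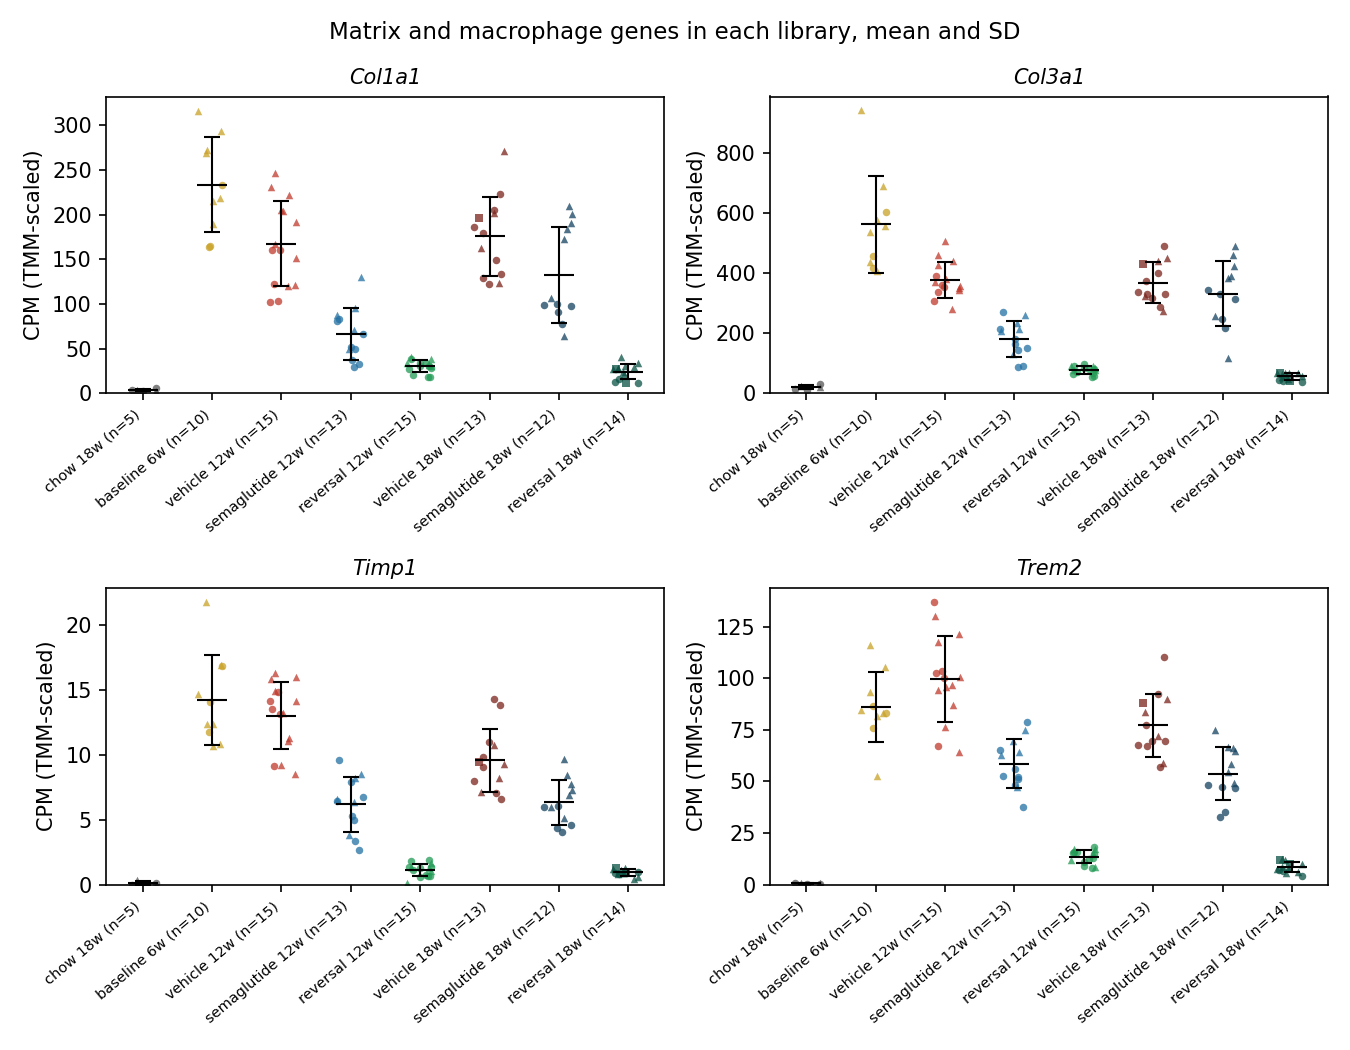
CPM of matrix and macrophage genes in each library by group, with bars at the mean and SD. Col1a1 averaged 66.5 CPM with semaglutide and 167 CPM with vehicle at 12 weeks, and 133 and 176 CPM at 18 weeks.

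The next question was what 12 weeks of semaglutide changed at 18 weeks on the diet. Fatty acid oxidation genes again rose and interferon-stimulated genes again fell, while 2 of 16 collagens were called. Cyp2b13 rose to 15.7 ± 11.7 CPM from 0.215 ± 0.199 CPM (SD, n = 12 and n = 13), and 12 of 12 semaglutide livers lay above the vehicle median. Of 16 interferon-stimulated genes, 15 fell and 1 was not called (16 adjusted over the list alone), with a median of -0.82. In total 1905 genes were called, 955 higher and 950 lower, and 270 changed at least 2-fold (118 higher, 152 lower). The counts were 809 higher and 1088 lower with RLE scaling.

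Cyp2b13 rose by 6.19 ± 0.41 log2 units (adjusted p = 2.55e-22). Cyp2b9 reached 114 ± 29.8 CPM against 4.12 ± 3.45 CPM and Cyp2a4 474 against 19.8 CPM. The sulfotransferase Sult2a2 rose from 0.378 to 5.7 CPM, and Cyp4a14 from 64.4 to 879 CPM. Slco1a1, an organic anion transporter (ENSMUSG00000041698, chromosome 6, 141907282 to 141946962), fell from 51.7 ± 28.6 to 3.5 ± 3.33 CPM (-3.85 ± 0.39, adjusted p = 5.85e-13; 12 of 12 livers). Serpina1e fell by 4.45 ± 0.39 and Selenbp2 by 3.87 ± 0.31. The urinary proteins Mup15, Mup7 and Mup9 fell by 4.90 ± 1.12, 3.37 ± 0.49 and 3.32 ± 0.49. Mup15 lay above the vehicle median in 1 of 12 livers, which held 72 counts. Without that liver, and with a floor of 3 counts assumed over the 11 left, Mup15 was at least 638-fold lower than with vehicle. The vehicle level itself varied widely (9.21 ± 22.7 CPM). The Sult2a family sum fell (118 to 62.9 CPM, permutation p = 0.00021) while Sult2a2 rose.

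Timp1 fell by 0.60 ± 0.16 (9.6 to 6.36 CPM, adjusted p = 0.00515) and Trem2 by 0.52 ± 0.13 (77.2 to 53.7 CPM, adjusted p = 0.00222). Col1a1 was not called (133 ± 53.7 against 176 ± 44.7 CPM; -0.40 ± 0.19, adjusted p = 0.156), but with the library number block in the model it was (-0.59, adjusted p = 0.00702). Col3a1 (331 ± 108 against 367 ± 68 CPM, -0.15 ± 0.14), Timp2 (-0.17 ± 0.11, adjusted p = 0.344), Mmp13 (-0.47 ± 0.20, adjusted p = 0.113), Acta2 (-0.085 ± 0.17, adjusted p = 0.812) and Tnf (-0.15 ± 0.16, adjusted p = 0.615) were not called. Ccl2, a monocyte attractant, missed the threshold (-0.48 ± 0.17, adjusted p = 0.0509), although 0 of 12 livers lay above the vehicle median.

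Of 16 collagens, 2 fell and 14 were not called (2 adjusted over the list alone; median -0.17, camera adjusted p = 0.00416; adjusted p = 0.563 with an estimated correlation). Col15a1 (-0.79 ± 0.15) and Col5a3 (-0.49 ± 0.17) were the lower ones. In the other matrix list only Tnc fell (-0.99 ± 0.15) and 17 were not called (1 adjusted over the list alone; adjusted p = 0.563 with an estimated correlation). Of the matrix proteases, 3 fell and 2 rose (5 adjusted over the list alone; camera adjusted p = 0.0631), among them the macrophage elastase Mmp12 (319 to 221 CPM). In TGF-beta signalling, 4 rose and 1 fell (6 adjusted over the list alone; camera adjusted p = 0.246), and the activin subunit Inhbb rose by 1.19 ± 0.18. Interferon-stimulated genes held with an estimated correlation (adjusted p = 0.0336), with Oas1a at -1.02 ± 0.16 and the signal transducer Stat2 at -0.51 ± 0.09. Of 12 pan-macrophage markers, 6 fell and 6 were not called (9 adjusted over the list alone; adjusted p = 0.0715 with an estimated correlation), with Lyz2 (-0.70 ± 0.12) and the lysosomal protein Cd68 (-0.53 ± 0.10) lower. Lipid-associated macrophage markers had 5 lower and 9 not called (7 adjusted over the list alone; adjusted p = 0.391 with an estimated correlation). B and plasma cell markers had 6 lower and 4 not called (6 adjusted over the list alone; adjusted p = 0.214 with an estimated correlation), such as the B cell receptor component Cd79a (2.12 to 1.09 CPM). Among inflammasome genes, Casp1 (-0.59 ± 0.11) and Casp4 (-0.90 ± 0.17) fell (4 lower, 2 higher, 8 not called; 9 adjusted over the list alone; adjusted p = 0.122 with an estimated correlation).

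Fatty acid oxidation genes rose in 16 of 21 and 5 were not called (18 adjusted over the list alone; median 0.39, camera adjusted p = 6.83e-21), with Cyp4a10 up by 1.71 ± 0.23 and Acadl by 0.50 ± 0.07. Lipid droplet genes had 9 higher, 1 lower and 7 not called (10 adjusted over the list alone; adjusted p = 0.0715 with an estimated correlation), with Plin4 at 39.6 against 13.6 CPM and Plin5, another coat protein, up by 0.61 ± 0.12. P450s had 7 higher, 2 lower and 5 not called (11 adjusted over the list alone; adjusted p = 0.122 with an estimated correlation). Lipogenesis was mixed, with Lpin1 up by 1.15 and Scd1 and the lipogenic regulator Thrsp lower (73.8 against 185 and 18.3 against 41.7 CPM; 5 higher, 4 lower, 9 not called; 11 adjusted over the list alone; camera adjusted p = 0.69). Cholesterol biosynthesis had 2 lower and 19 not called (2 adjusted over the list alone; adjusted p = 0.587 with an estimated correlation). Igfbp1, a binding protein of insulin-like growth factors, rose by 1.46 ± 0.40. The bile acid enzyme Cyp7b1 fell by 1.02 ± 0.16, the goblet cell peptide Tff3 by 3.01 ± 0.43 and Ccn5 by 1.95 ± 0.19. Of the 47 human serum genes lower with semaglutide, 4 rose, 3 fell and 40 were not called (7 adjusted over the list alone; camera adjusted p = 0.197). In the clock list 0 of 15 genes were called by edgeR (2 at an unadjusted p under 0.05, 0 adjusted over the list alone; camera adjusted p = 0.197).

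The calls at both times overlapped, although these comparisons shared no library. Of the genes called at 18 weeks, 71.8% were also called in the same direction at 12 weeks. These were 683 higher genes against 133 if calls were independent, and 684 lower genes against 126, while 4 genes were called in opposite directions. Across genes the log2 changes correlated with r = 0.589, and genes are not independent replicates.

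**Figure D3:**
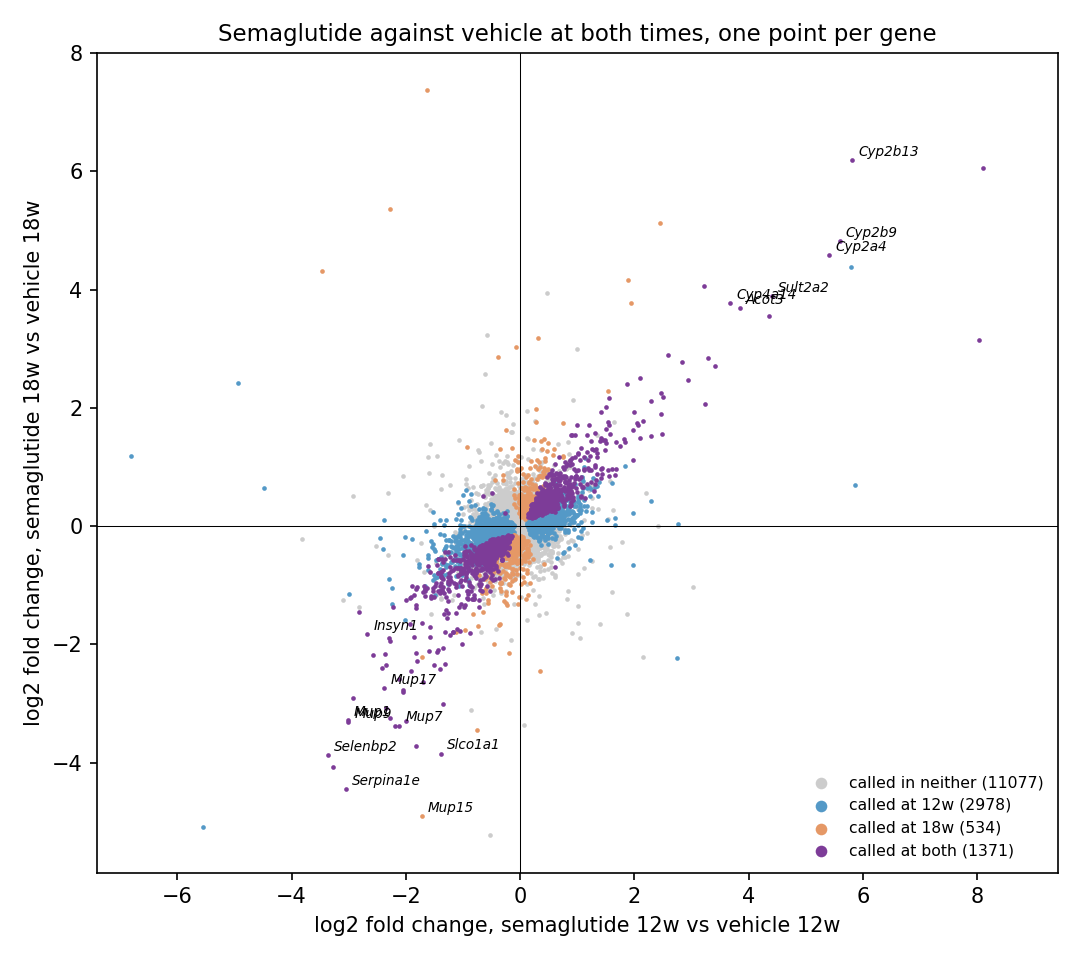
Log2 fold change with semaglutide at 18 weeks (vertical) against that at 12 weeks (horizontal), 1 point per gene. Of 15960 genes, 1371 were called at both times, 2978 at 12 weeks alone, 534 at 18 weeks alone and 11077 at neither.

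**Figure D4:**
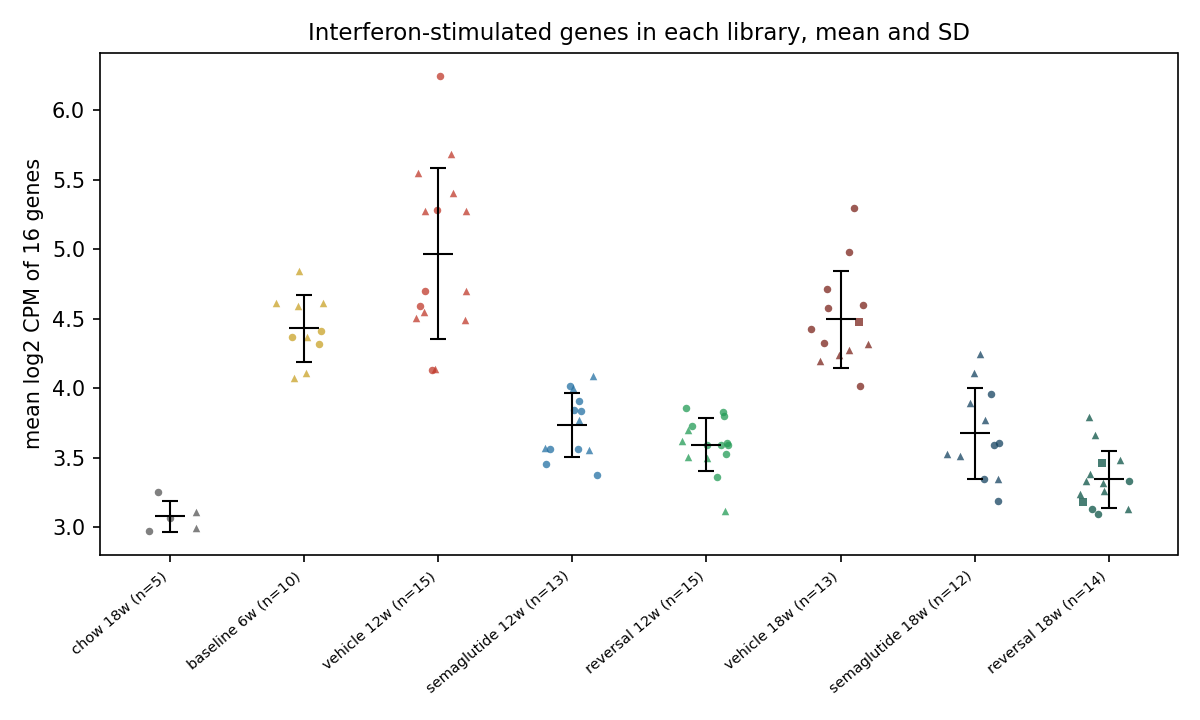
Mean log2 CPM of 16 interferon-stimulated genes in each library by group, with bars at the mean and SD. Semaglutide livers averaged 3.73 at 12 weeks and 3.67 at 18 weeks, against 4.97 and 4.49 with vehicle and 3.08 on chow.

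Whether the effect of semaglutide differed between the times was tested as the effect at 18 weeks minus that at 12 weeks. Collagen and matrix genes fell less at 18 weeks, and cholesterol biosynthesis genes, higher at 12 weeks, were not higher at 18 weeks. Eln, which encodes elastin (ENSMUSG00000029675, chromosome 5, 134702593 to 134747323), was 11.1 ± 4.06 CPM with semaglutide and 29.7 ± 7.07 with vehicle at 12 weeks, and 27.7 ± 8.84 and 30.4 ± 10.3 at 18 weeks. The difference was called for 40 genes, 22 with a higher and 18 with a lower effect at 18 weeks, and 15 differed at least 2-fold. With the library number block in the model 79 were called, 32 of the 40 among them, and the balance turned to 31 higher and 48 lower.

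The difference for Eln was 1.27 ± 0.25 (SE, adjusted p = 0.00491). Fibrillin 2 (Fbn2, 1.55 ± 0.35, adjusted p = 0.0164), the P450 Cyp2c55 (1.55 ± 0.38, adjusted p = 0.0432) and Inhbb (1.23 ± 0.25, adjusted p = 0.00621) were the others with the largest positive differences. Col3a1 differed by 0.92 ± 0.20 (adjusted p = 0.0141), and Col1a1 by 0.93 ± 0.26 without being called (adjusted p = 0.0846). Slco1a1 differed by -2.46 ± 0.48 (adjusted p = 0.00491), as its level with semaglutide was 23.1 CPM at 12 weeks and 3.5 CPM at 18 weeks. The P450 Cyp2c54 differed by -1.53 ± 0.29 (adjusted p = 0.00301) and Fam47e, a chromatin-associated protein, by -1.31 ± 0.29 (adjusted p = 0.0142). No difference was called for Timp1 (0.46 ± 0.22, adjusted p = 0.438) or Trem2 (0.24 ± 0.18, adjusted p = 0.703).

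Of 16 collagens, 2 were called and 10 adjusted over the list alone, all with a weaker fall at 18 weeks (median difference 0.65, camera adjusted p = 6.39e-17; adjusted p = 0.0437 with an estimated correlation). Other matrix proteins had a median difference of 0.55 (3 called, 11 adjusted over the list alone), with Sparc at 0.72 ± 0.15. Cholesterol biosynthesis had a median difference of -0.31 (3 called, 9 adjusted over the list alone; camera adjusted p = 5.16e-16), with Stard4 at -0.70 ± 0.15. Within the first and the second library number block, the median collagen difference was 0.44 and 0.60, and that of cholesterol biosynthesis -0.37 and -0.42. Interferon-stimulated genes had a median difference of 0.56, with 0 of 16 called by edgeR, 10 at an unadjusted p under 0.05 and 9 adjusted over the list alone (adjusted p = 0.193 with an estimated correlation).

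Diet signatures were then followed with semaglutide. Of the 3654 genes at least 2-fold higher in vehicle than chow mice at 18 weeks, 1267 fell and 161 rose with semaglutide at 12 weeks. Their median was -0.28 (camera adjusted p = 3.56e-22). The 1409 genes lower on the diet had a median of 0.088 (camera adjusted p = 0.016, and 0.385 with an estimated correlation), which turned to -0.078 for the genes at least 4-fold lower. Of the 3380 genes higher at baseline than on chow, 412 fell and 143 rose with semaglutide at 18 weeks, with a median of -0.098 (camera adjusted p = 1.03e-05, and 0.23 with an estimated correlation). The 1347 genes lower at baseline had a median of -0.0024 (camera adjusted p = 0.0271, and 0.421 with an estimated correlation). It was -0.17 for the genes at least 4-fold lower (camera adjusted p = 1.01e-07) and 0.032 without a fold limit (camera adjusted p = 0.326). The call ended without chow replicate 4 (median 0.00091, camera adjusted p = 0.057) or 5 (0.0062, camera adjusted p = 0.0895).

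The diet itself was examined by comparing vehicle mice after 18 weeks with chow mice of the same age. Genes of lipid-associated macrophages, matrix proteases and monocyte recruitment rose, and genes of lipogenesis, bile acids and choline metabolism fell. Gpnmb, a glycoprotein of lipid-laden macrophages (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929), was 542 ± 130 CPM in vehicle mice (SD, n = 13) and 0.254 ± 0.217 CPM in chow mice (SD, n = 5). Of 15960 genes, 10610 were called, 5381 higher and 5229 lower, and 5063 changed at least 2-fold (3654 higher, 1409 lower). For each fixed gene below, 13 of 13 vehicle livers lay above the chow median.

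Gpnmb rose by 11.04 ± 0.37 log2 units (SE, adjusted p = 6.94e-46) and Mmp12 by 10.01 ± 0.39 (0.306 to 319 ± 76.7 CPM, adjusted p = 1.97e-40). The protease matrilysin (Mmp7) rose by 8.51 ± 0.82 (0.106 to 41.7 ± 16.2 CPM), and Vmn2r3, a pheromone receptor, by 8.66 ± 0.85 (9.27 without chow replicate 3, 9.25 without chow replicate 4). Fbn2 rose to 6.38 ± 2.84 CPM against 1 read in all chow livers together (ratio 369, 95% counting interval 66.1 to 14568). Without the liver that held this read, chow replicate 1, Fbn2 was at least 96.6-fold higher, with a floor of 3 counts assumed over the 4 left. Trem2 (ENSMUSG00000023992, chromosome 17, 48346401 to 48354147) rose from 0.511 ± 0.204 to 77.2 ± 15.2 CPM (7.21 ± 0.30, adjusted p = 2.16e-38). The largest falls were those of Mup15 (-9.17), the lipocalin Obp2a (3 counts over all vehicle livers against 10.1 CPM on chow, ratio 817, 95% counting interval 278 to 3972), Mup7 (-8.65), Mup17 (-7.56), Mup12 (-7.30) and the steroid dehydrogenase Hsd3b5, from 332 ± 64.1 to 1.89 CPM (-7.43 ± 0.45, adjusted p = 2.48e-27).

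Col1a1 rose from 3.49 ± 1.26 to 176 ± 44.7 CPM (5.66 ± 0.36, adjusted p = 8.81e-26) and Col3a1 from 19.7 ± 6.84 to 367 ± 68 CPM (4.22 ± 0.25, adjusted p = 2.19e-28). Timp1 rose by 6.64 ± 0.43 (8.32 without chow replicate 4), Timp2 by 3.27 ± 0.18, Mmp13 by 4.93 ± 0.48 (5.51 without chow replicate 2) and Tnf by 3.13 ± 0.32. Ccl2 rose by 2.67 ± 0.30 (3.31 without chow replicate 5) and Acta2 by 0.94 ± 0.24 (4.68 to 8.98 CPM, adjusted p = 0.000444).

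All 14 lipid-associated macrophage markers rose (14 adjusted over the list alone; median 4.57, camera adjusted p = 3.26e-22), such as the integrin Itgax (6.82 ± 0.27). Of 20 matrix proteases and inhibitors, 17 rose, 1 fell and 2 were not called (18 adjusted over the list alone; median 3.52), with the collagen-cleaving cathepsin K (Ctsk) at 4.18 ± 0.25. Collagens had 15 higher and 1 lower (16 adjusted over the list alone; median 2.66; adjusted p = 0.0635 with an estimated correlation), and other matrix proteins 17 higher and 1 lower (18 adjusted over the list alone; median 2.99), with Tnc at 5.09 ± 0.32. All 20 monocyte recruitment genes (20 adjusted over the list alone; median 2.78) and all 10 MHC class II genes rose (10 adjusted over the list alone; median 2.26; adjusted p = 0.0635 with an estimated correlation), such as Cx3cr1 (5.99 ± 0.31) and Ctss (3.53 ± 0.17). Cell cycle genes had 18 higher and 2 not called (18 adjusted over the list alone; median 2.39; adjusted p = 0.0669 with an estimated correlation), with the proliferation antigen Mki67 at 3.25 ± 0.26. Ductular markers had 12 of 12 higher (12 adjusted over the list alone; adjusted p = 0.0635 with an estimated correlation), with the epithelial adhesion molecule Epcam at 4.18 ± 0.34. Interferon-stimulated genes had 13 higher, 1 lower and 2 not called (14 adjusted over the list alone; median 1.67; adjusted p = 0.421 with an estimated correlation). The neutrophil collagenase Mmp8 was at 0 in every chow liver and at least 11.7-fold higher on the diet (0.622 ± 0.244 CPM).

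Lipogenesis had 15 lower, 1 higher and 2 not called (17 adjusted over the list alone; median -1.33, camera adjusted p = 4.53e-06), and Scd1 fell from 6750 to 185 CPM (-5.19 ± 0.43). Bile acid genes had 11 lower, 3 higher and 2 not called (14 adjusted over the list alone; median -1.46), with Cyp7b1 at 44.5 against 540 CPM. Choline and one-carbon genes had 17 lower, 1 higher and 2 not called (19 adjusted over the list alone; median -1.05), such as the glycine methyltransferase Gnmt (-2.49). P450s had 9 lower, 4 higher and 1 not called (13 adjusted over the list alone; adjusted p = 0.0708 with an estimated correlation), and Cyp2c29 fell from 1055 to 21.2 CPM. Cholesterol biosynthesis had 17 lower, 1 higher and 3 not called (18 adjusted over the list alone; median -0.79; adjusted p = 0.2 with an estimated correlation). Hepatocyte markers had 11 lower and 2 not called (11 adjusted over the list alone; adjusted p = 0.0635 with an estimated correlation), with the hepatocyte transcription factor Hnf4a at -1.07 ± 0.09. Kupffer cell markers had 5 lower and 5 not called (5 adjusted over the list alone; camera adjusted p = 0.0934), among them the scavenger receptor Cd163 (15.4 to 0.226 CPM, -6.11 ± 0.58) and Timd4 (-4.14 ± 0.56).

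**Figure D5:**
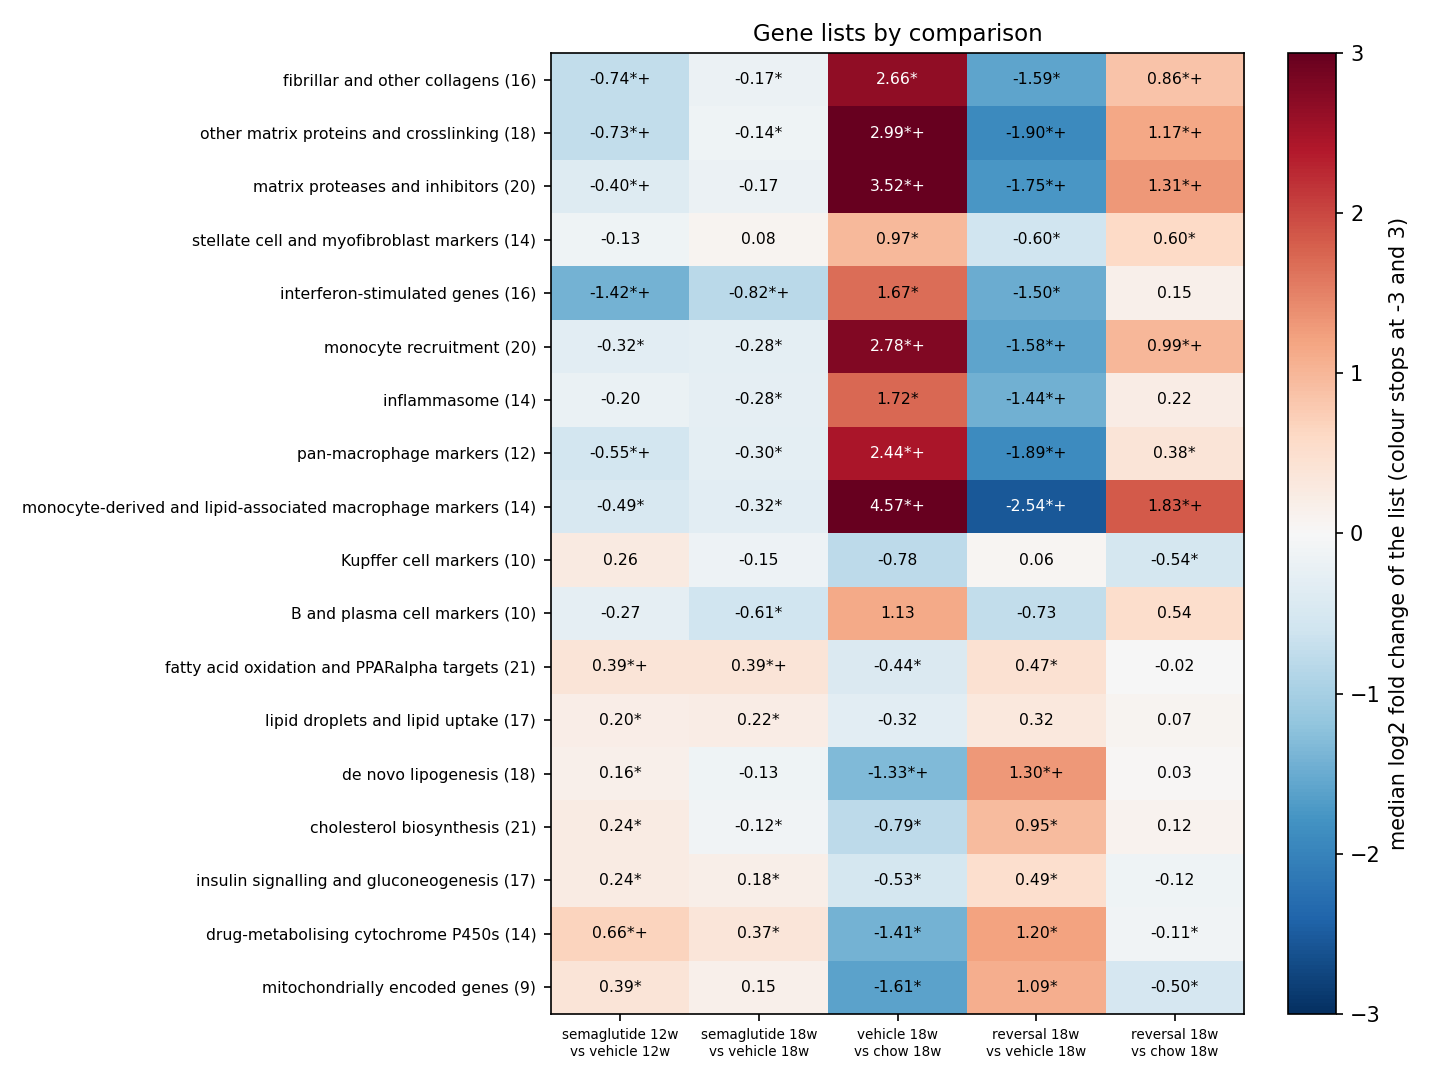
Median log2 fold change of each gene list (vertical) in each comparison (horizontal); colour stops at -3 and 3. The median of lipid-associated macrophage markers was 4.57 on the diet at 18 weeks and 1.83 after return to chow.

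After 6 weeks on the diet, at baseline, macrophage and matrix genes were higher and lipogenesis genes lower than on chow. Baseline mice were younger than the chow mice, so age and diet were not separated here. Gpnmb averaged 570 ± 110 CPM (SD, n = 10) and Col1a1 234 ± 53.1 CPM, against 0.254 ± 0.217 and 3.49 ± 1.26 CPM on chow (SD, n = 5). In total 10021 genes were called, 5215 higher and 4806 lower, and 4727 changed at least 2-fold (3380 higher, 1347 lower).

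Gpnmb rose by 11.12 ± 0.37 and Mmp12 by 9.97 ± 0.40. The cornified envelope protein Sprr1a and the membrane protein Vsig8 rose to 11.5 ± 3 and 11.6 ± 2.29 CPM, each against 1 read in chow replicate 4 (ratios 667 and 655, 95% counting intervals 120 to 26361 and 117 to 25885). Without that liver they were at least 172-fold and 174-fold higher, with a floor of 3 counts assumed over the 4 left. Vmn2r3 rose by 8.41 ± 0.86 (9.02 without chow replicate 3, 9.00 without chow replicate 4). The growth response factor Egr2 rose to 8.55 ± 3.09 CPM against 1 read in chow replicate 1 (ratio 472, 95% counting interval 84.6 to 18663), and without that liver it was at least 129-fold higher. Mup22 was at 0 in all 10 baseline livers and at 5646 ± 8539 CPM on chow. Obp2a fell by 8.02 ± 0.47, and Mup15, Mup7, Mup2 and Mup17 fell by 8.14, 7.07, 6.90 and 6.86. Baseline replicate 104 held all 6 Obp2a counts. Without it Obp2a was at least 545-fold lower, with a floor of 3 counts assumed over the 9 left. The baseline Mup means leaned on replicate 100, with Mup7 at 1789 CPM (25.8 to 224 in the others) and Mup15 at 85.8 CPM (0 to 26.9 in the others). Col1a1 rose by 6.07 ± 0.37 (adjusted p = 6.27e-27), Col3a1 by 4.83 ± 0.26, Timp1 by 7.21 ± 0.42 (8.90 without chow replicate 4), Timp2 from 11.2 to 72.8 CPM, Mmp13 by 5.85 ± 0.47 (6.43 without chow replicate 2), Acta2 by 1.86 ± 0.26 (adjusted p = 6.65e-10), Tnf by 3.26 ± 0.33, Ccl2 by 3.37 ± 0.31 (4.00 without chow replicate 5) and Trem2 by 7.37 ± 0.31. The hormone Fgf21 rose from 1.02 to 64.6 CPM.

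The macrophage list rose in 14 of 14 (14 adjusted over the list alone; median 4.52, camera adjusted p = 2.61e-24). Collagens had 15 higher and 1 lower (16 adjusted over the list alone; median 2.77), proteases 18 higher, 1 lower and 1 not called (19 adjusted over the list alone; median 3.63) and the cell cycle 19 higher and 1 not called (19 adjusted over the list alone; median 2.94). Lipogenesis had 14 lower, 1 higher and 3 not called (16 adjusted over the list alone; median -1.57), with Thrsp at 16.5 against 745 CPM. Cholesterol biosynthesis had 18 lower, 1 higher and 2 not called (19 adjusted over the list alone; median -1.26; adjusted p = 0.0809 with an estimated correlation). Kupffer cell markers had 3 lower, 1 higher and 6 not called (4 adjusted over the list alone; camera adjusted p = 0.595).

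From 6 to 12 weeks on the diet with vehicle, 11 of 16 interferon-stimulated genes rose and 7 of 16 collagens fell. Camera called 11 of 39 lists, and 0 with an estimated correlation. The clock repressor Ciart (ENSMUSG00000038550, chromosome 3, 95878503 to 95882251) was 5.49 ± 3.03 CPM at 12 weeks (SD, n = 15) and 0.767 ± 0.336 CPM at baseline (SD, n = 10). Mmp7 lay above the baseline median in 15 of 15 livers. In total 2360 genes were called, 1094 higher and 1266 lower, and 208 changed at least 2-fold (149 higher, 59 lower). Within the first library number block alone 137 genes were called, and within the second 858.

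Ciart rose by 2.86 ± 0.40 (adjusted p = 1.09e-06), Mmp7 by 2.28 ± 0.33 (6.27 to 31 CPM), the deubiquitinase Usp2 by 2.33 ± 0.35 and the clock output factor Dbp by 2.03 ± 0.41. As a list, clock genes had 7 higher, 4 lower and 4 not called (13 adjusted over the list alone; camera adjusted p = 0.0582; adjusted p = 0.306 with an estimated correlation). The cause of the clock gene changes was not tested. The growth arrest gene Gadd45g fell by 1.86 ± 0.40, the immediate early receptor Nr4a1 by 1.64 ± 0.34, Fgf21 by 1.61 ± 0.28 (64.6 to 21.2 CPM) and Ddit4, an inhibitor of mTOR, by 1.58 ± 0.24. Interferon-stimulated genes had 11 higher and 5 not called (15 adjusted over the list alone; median 0.69, camera adjusted p = 2.54e-07; adjusted p = 0.306 with an estimated correlation), such as Ifit1 (1.28 ± 0.25). Collagens had 7 lower and 9 not called (10 adjusted over the list alone; median -0.42; adjusted p = 0.414 with an estimated correlation), among them the basement membrane chain Col4a1 (-0.57). Kupffer cell markers had 4 lower and 6 not called (7 adjusted over the list alone; adjusted p = 0.306 with an estimated correlation), and Cd163 fell from 2.11 to 0.194 CPM. Endothelial markers had 8 lower, 1 higher and 5 not called (11 adjusted over the list alone; adjusted p = 0.306 with an estimated correlation), and ductular markers 5 higher, 1 lower and 6 not called (9 adjusted over the list alone; adjusted p = 0.306 with an estimated correlation).

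From 12 to 18 weeks with vehicle, 7 of 10 B and plasma cell markers rose and 11 of 16 interferon-stimulated genes fell. Camera called 7 of 39 lists, and 0 with an estimated correlation. Cpxm2, a carboxypeptidase-like matrix protein (ENSMUSG00000030862, chromosome 7, 132032687 to 132154739), rose from 4.47 ± 1.98 CPM (SD, n = 15) to 12.3 ± 6.17 CPM (SD, n = 13). The immunoglobulin chain Ighm rose from 12.3 to 27.2 CPM. In total 4136 genes were called, 1859 higher and 2277 lower, and 128 changed at least 2-fold (87 higher, 41 lower). With RLE scaling the balance turned to 2089 higher and 1898 lower. Within the first block alone 739 were called, and within the second 587.

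Cpxm2 rose by 1.46 ± 0.25 (adjusted p = 5.19e-05), Ighm by 1.15 ± 0.21, the forkhead factor Foxq1 by 1.11 ± 0.40 and the clock gene Per3 by 1.05 ± 0.26. Ppp1r3g, which targets a phosphatase to glycogen, fell by 1.76 ± 0.38, Igfbp1 by 1.52 ± 0.38, the stress-induced Chac1 by 1.41 ± 0.41 and Fgf21 by 1.24 ± 0.28 (21.2 to 8.94 CPM). Interferon-stimulated genes had 11 lower and 5 not called (14 adjusted over the list alone; median -0.57; adjusted p = 0.872 with an estimated correlation), such as Isg15 (-1.01 ± 0.20). B and plasma cell markers had 7 higher and 3 not called (7 adjusted over the list alone; median 0.68; adjusted p = 0.494 with an estimated correlation). Collagens had 3 higher and 13 not called (3 adjusted over the list alone; camera adjusted p = 0.106), but the list was called with the block in the model (adjusted p = 0.00761).

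Return to chow at week 6 was compared at week 12 with vehicle on continued diet. Macrophage, matrix and proliferation genes fell, and lipogenesis, bile acid and several Mup genes rose. Fam83a, a signalling adaptor (ENSMUSG00000051225, chromosome 15, 57985419 to 58011009), was 0.845 ± 0.342 CPM in reversal and 21.3 ± 4 CPM in vehicle mice (SD, n = 15 and n = 15). In total 11052 genes were called, 5695 higher and 5357 lower, and 3711 changed at least 2-fold (1018 higher, 2693 lower). The balance turned to 5064 higher and 5834 lower with RLE scaling.

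Mup22 rose by 9.55 ± 2.23 log2 units, but in 7 of 15 livers and not in the second library number block alone (-4.05). Mup15 rose by 9.23 ± 0.99, Mup7 by 7.95 ± 0.54 (94.8 to 23475 CPM), Mup17 by 7.39 ± 0.55, Mup19 by 7.02 ± 0.54 and Mup2 by 6.59 ± 0.43. Vmn2r3 fell by 9.83 ± 0.55 (adjusted p = 1.71e-29), Vsig8 by 6.02 ± 0.33, Sprr1a by 5.26 ± 0.34, Fbn2 by 5.05 ± 0.34, Mmp7 by 4.88 ± 0.36 and Fam83a by 4.65 ± 0.18 (adjusted p = 3.85e-41). All 14 lipid-associated macrophage markers fell (14 adjusted over the list alone; median -2.17, camera adjusted p = 6.57e-15), and Trem2 went from 99.7 to 13.5 CPM. Collagens had 15 lower and 1 higher (16 adjusted over the list alone; median -1.22; adjusted p = 0.152 with an estimated correlation), with Col1a2 at -2.21 ± 0.13, and proteases and inhibitors 17 lower, 1 higher and 2 not called (18 adjusted over the list alone), with Timp1 at -3.53 ± 0.18. Cell cycle genes had 19 lower and 1 not called (19 adjusted over the list alone; median -1.77), and interferon-stimulated genes 14 lower and 2 not called (14 adjusted over the list alone; adjusted p = 0.205 with an estimated correlation). Lipogenesis had 17 higher and 1 lower (18 adjusted over the list alone; median 1.61), such as the citrate lyase Acly (93.6 to 423 CPM). Bile acid genes had 13 higher, 1 lower and 2 not called (15 adjusted over the list alone; camera adjusted p = 7.82e-07), and choline genes 18 higher, 1 lower and 1 not called (19 adjusted over the list alone; median 0.89). Cholesterol biosynthesis had 19 higher and 2 not called (19 adjusted over the list alone; median 1.05; adjusted p = 0.0778 with an estimated correlation).

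After 12 weeks back on chow, at week 18, macrophage and matrix genes were lower and lipogenesis and several Mup genes higher than on continued diet. Hsd3b5 was 197 ± 43 CPM in reversal mice (SD, n = 14) and 1.89 ± 2.33 CPM in vehicle mice (SD, n = 13). In total 11222 genes were called, 5929 higher and 5293 lower, and 4252 changed at least 2-fold (1150 higher, 3102 lower). RLE scaling turned the balance to 5147 higher and 5753 lower. Mup15 rose by 9.53 ± 1.07, Mup7 by 8.11 ± 0.58, Mup17 by 8.06 ± 0.60, Mup19 by 7.60 ± 0.59, Mup2 by 6.92 ± 0.47 and Hsd3b5 by 6.68 ± 0.41 (adjusted p = 3.56e-27). Vmn2r3 fell by 7.16 ± 0.46, Mmp7 by 5.07 ± 0.36, Fbn2 by 4.99 ± 0.34, Ccn5 by 4.75 ± 0.24, the ubiquitin-like Ubd by 4.65 ± 0.22 and Ly6d by 4.58 ± 0.24. Macrophage markers had 14 of 14 lower (14 adjusted over the list alone; median -2.54, camera adjusted p = 3.95e-16), with Mmp12 at 17.9 against 319 CPM. Collagens had 15 lower and 1 higher (16 adjusted over the list alone; median -1.59; adjusted p = 0.0882 with an estimated correlation), and lipogenesis 17 higher and 1 lower (18 adjusted over the list alone; median 1.30). Interferon-stimulated genes had 13 lower, 1 higher and 2 not called (14 adjusted over the list alone; adjusted p = 0.372 with an estimated correlation).

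Reversal mice at 18 weeks were then compared with mice kept on chow. Lipid-associated macrophage and matrix genes were higher, while 1 of 18 lipogenesis and 1 of 21 fatty acid oxidation genes were called. Gpnmb was 48.4 ± 13.6 CPM in reversal mice (SD, n = 14) and 0.254 ± 0.217 CPM on chow (SD, n = 5). In total 2502 genes were called, 1983 higher and 519 lower, and 881 changed at least 2-fold (811 higher, 70 lower). The count was 1574 without chow replicate 3, and 1159 in a model of these 2 groups alone.

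Gpnmb was higher by 7.56 ± 0.35 (adjusted p = 3.08e-34), Mmp12 by 5.85 ± 0.38, Cx3cr1 by 4.29 ± 0.32, Trem2 by 4.01 ± 0.31 (8.37 against 0.511 CPM), Itgax by 3.72 ± 0.28 and the iron-binding lipocalin Lcn2 by 3.24 ± 0.69 (3.92 without chow replicate 5). Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527) fell by 4.07 ± 0.52 (adjusted p = 2.28e-09), the B cell attractant Cxcl13 by 3.32 ± 0.63 (-1.98 without chow replicate 2), Timd4 by 3.10 ± 0.54, the membrane protein Chic1 by 2.13 ± 0.24, the cytokine Il1b by 2.13 ± 0.22 and the calcium-binding protein Cabyr by 1.97 ± 0.45. Col1a1 was still higher by 2.81 ± 0.32 (adjusted p = 8e-11), Col3a1 at 55.9 against 19.7 CPM, Timp1 by 3.28 ± 0.53 (4.97 without chow replicate 4), Timp2 by 1.30 ± 0.16 and Mmp13 by 3.67 ± 0.51 (4.25 without chow replicate 2). Acta2 (0.61 ± 0.24, adjusted p = 0.0752), Tnf (0.75 ± 0.37, adjusted p = 0.216) and Ccl2 (0.41 ± 0.31, adjusted p = 0.401) were not called, but Ccl2 was without chow replicate 5 (1.05).

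Lipid-associated macrophage markers had 11 higher and 3 not called (12 adjusted over the list alone; median 1.83, camera adjusted p = 1.25e-53), proteases 14 higher and 6 not called (15 adjusted over the list alone; median 1.31) and collagens 12 higher and 4 not called (12 adjusted over the list alone; median 0.86, camera adjusted p = 9.04e-16). Other matrix proteins had 15 higher and 3 not called (16 adjusted over the list alone; median 1.17), such as the lumican gene Lum (1.55 ± 0.24). Kupffer cell markers had 4 lower, 1 higher and 5 not called (7 adjusted over the list alone; median -0.54; adjusted p = 0.0909 with an estimated correlation), and mitochondrially encoded genes 6 lower and 3 not called (8 adjusted over the list alone; adjusted p = 0.0523 with an estimated correlation). In lipogenesis 1 of 18 genes was called, acetyl-CoA carboxylase (Acaca, 0.43 ± 0.12), and in fatty acid oxidation 1 of 21, the pantetheinase Vnn1 (0.77 ± 0.19). Interferon-stimulated genes had 1 higher and 15 not called (1 adjusted over the list alone; camera adjusted p = 0.35).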

Values the study reported

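The study reported that mice ate the CDA-HFD, with 60% of its energy from fat and 20% from carbohydrates, for 6 weeks before treatment. Vehicle or semaglutide at 20 µg kg−1 was then given for 6 or 12 weeks (n = 15), with n = 10 mice at baseline and n = 5 on chow. It described less fibrosis with semaglutide than with vehicle in this model, and persistent steatosis. By stained area, the Picrosirius Red effect improved over time, that on type 1 collagen held at both times and that on smooth muscle actin was lost. From liver RNA, it reported lower expression of collagen turnover and inflammation genes with semaglutide, and a negligible effect on lipid metabolic genes. Its gene set was predefined and was not the lists used here, in which most fatty acid oxidation genes rose at both times.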

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

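The tests of the library number block, of semaglutide replicate 75 and of the 18-week vehicle level, and the splits of the libraries below, were chosen after the result was seen. The effect of semaglutide differed between 12 and 18 weeks for 40 genes by a test of the difference itself. A refit of the 4 groups concerned called 57 genes and 1 of 100 splits of the libraries, the real one, gave as many (highest other 40). With splits drawn within time and library number block and the block in the model, the real split called 69 genes. Again 1 of 100 splits gave as many (highest other 38). Both kinds of split exchanged semaglutide and vehicle mice within a time, so they test for no effect of semaglutide at either time. They cannot decide whether chance alone made the effects at 12 and 18 weeks differ. The first block alone called 1 of 15906 genes (2390 at an unadjusted p under 0.05). The second called 0 of 16194 with edgeR, and its 767 at an unadjusted p under 0.05 are no more than chance would give. Among the genes with the largest positive differences of log2 change, 18 minus 12 weeks, were Cyp2c55 (1.55), Fbn2 (1.55), Eln (1.27) and Inhbb (1.23), and among those with the largest negative ones Slco1a1 (-2.46), Cyp2c54 (-1.53) and Fam47e (-1.31). Col3a1 differed by 0.92. The medians of the lists were 0.65 for collagens, 0.55 for other matrix proteins and -0.31 for cholesterol biosynthesis.

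Collagen genes fell with semaglutide at 12 weeks and less at 18 weeks, a median difference of 0.65. The library number block was unevenly shared between semaglutide and vehicle mice, in opposite directions at 12 and 18 weeks. It is argued against as the whole cause, since with the block in the model the difference was 0.48 (camera adjusted p = 2.68e-10). So is 1 odd library, since without semaglutide replicate 75 the difference was 0.72. A lower level in the 18-week vehicle group is argued against too, because collagens there were 0.18 (median log2) above those at 12 weeks. Between the semaglutide groups the collagen median was 0.86 higher at 18 weeks. A candidate explanation is that suppression of matrix genes weakens with time on the drug or the diet, which these groups cannot separate from the age of the mice.

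Of 74 values checked, 16 had a single mouse far from the rest of its group of 5 or 10, where chance gives about 1 in 20. For 5 of them, Fbn2, Vsig8, Sprr1a and Egr2 on chow and Obp2a at baseline every other mouse was at 0, so they stand apart by construction, and 11 were found among the other 69. In chow mice, Timp1 was 0.355 CPM in replicate 4, and Vsig8 and Sprr1a were 0.0887 CPM each in the same mouse. Fbn2 and Egr2 were 0.0914 CPM each in chow replicate 1. Cxcl13 was 18.9 CPM in chow replicate 2, where albumin took 7.21% of the counts. Baseline replicate 103 had 940 CPM of Col3a1 and 124 CPM of Timp2, and baseline replicate 97 had 16.2 CPM of Egr2. Baseline replicate 100 had 85.8 CPM of Mup15, 1789 of Mup7, 26 of Mup2, 87.9 of Mup17 and 1.55 of the clock gene Ciart. Obp2a was 0.238 CPM in baseline replicate 104.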

How the results depend on the processing

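The settings with the library number block, with 1 block alone, without semaglutide replicate 75 and without baseline replicate 96 were chosen after seeing the data. The counts for semaglutide at 12 (4349) and 18 weeks (1905), vehicle and baseline against chow, and both reversals against vehicle stayed within 1.5 times under DESeq2, voom, RLE, no filter and a model of the compared groups alone. Fewer mice were left within a block, and the first and second block alone called 2880 and 1128 genes for semaglutide at 12 weeks. The second alone called 161 for semaglutide at 18 weeks. For the difference between these effects (40), the counts were 93 with DESeq2, 243 with voom, 79 with the block term and 80 without semaglutide replicate 75. The first block alone called 1 of 15906 genes (2390 at an unadjusted p under 0.05). The second called 0 of 16194 with edgeR, where 767 had an unadjusted p under 0.05, no more than chance would give. For vehicle at 12 weeks against baseline (2360) the counts were 1550 without a filter, 4737 with voom, and 137 and 858 in the blocks. For vehicle at 18 against 12 weeks (4136) they were 6806 with voom, and 739 and 587 in the blocks. For reversal at 18 weeks against chow (2502) they were 1159 with the compared groups alone and 231 in the first block. Apart from the fewer mice, the cause was not tested. DESeq2 gave 929 genes no adjusted p in the difference. With RLE scaling, DESeq2 or no filter more genes were lower than higher for semaglutide at both times and for both reversals against vehicle, and more were higher for vehicle at 18 against 12 weeks. The compared groups alone gave the same turn except for reversal at 18 weeks, and voom only for semaglutide at 18 weeks (953 higher, 1049 lower); the cause was not tested.

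Leaving out each chow mouse in turn gave 10216 to 10516 genes for vehicle at 18 weeks, 9518 to 9858 for baseline, and 1574 (without replicate 3) to 2851 (without replicate 1) for reversal against chow. Without baseline replicate 96, 9982 genes were called for baseline against chow and 2541 for vehicle at 12 weeks against baseline.

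Of the 390 tests of lists, camera called 208 with the preset correlation, 70 with an estimated correlation, 204 without the 3 libraries outside the main numbers and 211 with the block term, and fry called 226 (187 of the 208). The signature of genes lower at baseline had a median of 0.032 without a fold limit and -0.17 with a 4-fold limit (camera adjusted p = 1.01e-07), against -0.0024, and ran from -0.013 to 0.0062 as chow mice were left out (0.00091 without replicate 4, 0.0062 without replicate 5). The signature of genes lower on the diet at 18 weeks turned to -0.078 with a 4-fold limit. With an estimated correlation the medians -0.098 (camera adjusted p = 0.23), -0.0024 (camera adjusted p = 0.421) and 0.088 (camera adjusted p = 0.385) were not called. Of 13759 values of named genes under the alternatives, 12817 kept direction and side of the threshold, 750 lost and 190 gained a call, and 2 reversed. These were Ngp, a neutrophil granule gene (-1.17 with voom for reversal at 12 weeks), and Mup22 (-4.05 for reversal at 12 weeks in the second block alone). Their cause was not tested. Most lost calls came from the first (280) and second block alone (272). On simulated data 74.6% of 1.5-fold changes were called for semaglutide at 12 weeks and 47% for baseline against chow. The simulations changed at most 200 genes, while the real comparisons called 4349 and 10021, so these shares need not hold there. How many small changes against the 5 chow mice were missed is therefore not known.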

Other observations

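The lists of sex-biased liver genes, the tests of female mice, of family sums that did not follow their member and of the number blocks, and the splits for semaglutide at 12 weeks were chosen after the result was seen. Genes known to differ between female and male mouse liver moved apart with semaglutide. Of 20 female-biased genes tested, 17 rose at 12 and 17 at 18 weeks (medians 2.52 and 2.48), and of 30 male-biased genes 22 and 25 fell (medians -1.05 and -1.34). Single-copy members included the prolactin receptor Prlr (2.04 and 1.75), the female-typical repressor Cux2 (3.28 and 2.84), the complement gene C8b (-0.84 and -1.24) and the complement inhibitor Susd4 (-0.72 and -1.37).

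Without the genes of largest change in any comparison, female-biased genes lay 2.05 log2 units above male-biased ones at 12 weeks (permutation p = 4e-05 across genes) and 2.47 at 18 weeks (permutation p = 1e-05, the smallest they can give), although genes are not independent. Female mice among the 25 semaglutide libraries are argued against by the highest Xist level, 0.457 CPM, and the lowest Y-linked sum, 85.1 CPM. Reads moved between near-identical copies do not account for the whole, since 16 of 22 family sums followed the named member. In 3 tests the member was not called, and in the other 3 (Sult2a at both times, Serpina1 at 12 weeks), of which 1 sum moved the opposite way, this cannot be told apart from a change of the single gene. The library number block is argued against by a difference of at least 3.04 in each block and time. The diet without drug already lowered 30 of 30 male-biased genes and raised 7 and lowered 6 of 20 female-biased ones at 18 weeks (medians -3.55 and 1.09), so the shift of male-biased genes is not particular to semaglutide. A hypothesis is that semaglutide may add to a loss of the male-typical pattern, and lower food intake stays open as an untested cause because no group was pair-fed.

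Interferon-stimulated genes fell with semaglutide at both times. A smaller share of macrophages is argued against as the whole cause. With the pan-macrophage mean in the model, the effect on the mean of 16 genes was still -0.87 at 12 weeks (95% interval -1.18 to -0.56; -1.23 without it) and -0.58 at 18 weeks (-0.87 to -0.30; -0.82 without it). That mean measures macrophages only roughly. Other immune cells were not in the model, so a smaller share of those cells stays open. A high response in a few vehicle mice is argued against because 13 of 13 and 12 of 12 semaglutide livers lay below the lower quartile of vehicle, and the library number block because the median was -1.40 and -0.84 with the block in the model, although at 18 weeks it was -1.13 in the first block alone and -0.48 in the second. Bulk RNA does not assign the fall to a cell type, and no biological explanation was tested. Against baseline, semaglutide livers at 12 weeks had collagens at a median of -1.2 and interferon-stimulated genes at -0.71. Vehicle livers at 12 weeks had medians of -0.42 and 0.69 against the same baseline. The change from baseline with semaglutide was not tested.

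For each comparison, 100 splits of its libraries were refitted without the other groups, and 1 split, the real one, gave as many genes. That is the smallest share that 100 splits can give, so chance is unlikely but not excluded. These splits did not keep to the library number blocks. The real count and the highest of the other splits were 4396 and 1020 for semaglutide at 12 weeks, 1640 and 17 at 18 weeks, 10272 and 7869 for vehicle and 9155 and 2 for baseline against chow. They were 2686 and 1925 for vehicle at 12 weeks against baseline, 4967 and 585 for vehicle at 18 against 12 weeks, 10030 and 7297 for reversal at 12 weeks, 9578 and 1202 for reversal at 18 weeks, and 1153 and 1 for reversal against chow.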
